A study of Mus musculus with 8 samples. Its data were reported in "Temporally divergent regulatory mechanisms govern neuronal diversification and maturation in the mouse and marmoset neocortex" (2022).

How the data were processed

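Single-cell RNA-seq libraries (10x Genomics Chromium 3' chemistry) were made from the somatosensory and motor cortex of wild-type mice at P1, P7 and P21. Each library pooled several animals. Per the labels, live cells were sorted as negative for DAPI and positive for Vybrant DyeCycle Ruby. The labels' protocol text also describes a sort of tdTomato-labelled projection neurons, and the makeup of the libraries, with glia in each, was taken here as that of the live sort. A higher papain concentration was used at P21.

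The authors aligned reads with Cell Ranger 3.0.1 to the mouse genome (build mm10), joined all libraries and thinned them to a like coverage per cell. They kept cells with at least 1000 genes, at most 6000 genes, at most 15000 UMIs and a mitochondrial fraction under 10%, removed outlier clusters at each age, clustered cells within each age and then jointly, and named clusters from marker genes. The deposited table of cells gave, as counts, the UMIs per cell, the number of genes per cell, and the mitochondrial share of UMIs as a fraction, which was multiplied into percent. It also gave the age, a cluster name and a cell type, and no expression values were analysed here. How doublets were treated is not given in the sources used here, and no doublet caller was run. Marker genes of the named types could not be examined, so the authors' names were used as they stand. All cells lay inside the stated filters, with 0 below the gene minimum and 0 above the UMI maximum. All columns of the table were used.

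Each cell was placed in 1 of 8 libraries by the number that follows its barcode. Each number held cells of a single age, with as many libraries per age as the labels have samples. Which sample of its age a library is was not assigned, and libraries are named by that number, 3, 4 and 5 at P1, 1 and 2 at P7, and 6, 7 and 8 at P21. Per the titles, the P7 libraries share a collection day. Barcodes shared between libraries were as frequent as the product of library sizes predicts for all pairs (Poisson test, lowest adjusted p = 0.641), and all were kept as separate libraries, as the labels list them. The type counts of the P7 pair differed beyond counting error (chi-square test over cells, p = 0.000374) but by less than the other pairs of an age (Cramer's V 0.0398, against 0.119 to 0.401). Whether captures of 1 pool differ that much was not tested, so this does not show the P7 libraries to be independent. For the shares of cells an alternative counts them as 1. It was not run for UMIs, genes or mitochondrial share, whose p-values take the P7 libraries as separate.

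Cell types were joined into 6 classes. Projection neurons held CPN, layer IV, SCPN and CThPN, interneurons all inhibitory types, and the oligodendrocyte lineage OPC, COP, NFOL, MFOL and MOL. All types of the annotation are named in the text, by a rule fixed before the data were examined. The tests were fixed then too, except those stated to be chosen after the data were seen. Shares were computed per library, of all cells or of the parent class, leaving out libraries with under 20 cells of the parent. The between-age sum of squares of the library values was tested by a two-sided exact permutation test over every assignment of libraries to ages, with Benjamini-Hochberg adjustment within each of 5 families and a threshold of 0.05. Medians of UMIs, genes and mitochondrial share per library were tested in the same way over 3 measures, as were log2 ratios of projection neurons to interneurons. A count of 0 was given an upper limit of 3 counts, which covers counting error only.

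Alternatives were the logit of the share with 0.5 cells added, limma on logit shares, other denominators, cells with at least 1500 genes, a mitochondrial share under 5%, libraries thinned to 2240 cells, means in place of medians, projection neurons alone, equal weight per class, log2 medians, differences of medians, other purity thresholds (80% and 95% in place of 90%) and leaving out each library in turn. Chosen after seeing the data were P7 libraries averaged and counted as 1, layer IV joined to CPN, genes in cells with 3000 to 4000 UMIs, projection neurons per interneuron, and purity of types in place of clusters. So was the family of tests of UMIs, genes and mitochondrial share within each class and type.

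The permutation test and limma were tested on simulated data, with 200 sets of 8 libraries of the real cell numbers and 17 types, of which 4 changed 4-fold at P21. At an unadjusted p under 0.05 the permutation test found 41.1% of changed types and 4.50% of types in unchanged sets, and limma 38.4% and 5.85%, or 7.83% with the types joined into the 6 classes. The prior degrees of freedom of limma were infinite for the classes, so it used 1 spread for all of them. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1.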

Results

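Single-cell RNA-seq of mouse cortex was collected at 3 postnatal ages, P1, P7 and P21 (days 1, 7 and 21), to follow neuronal and glial populations from birth through early postnatal life. The somatosensory and motor cortex of wild-type C57BL/6 mice was dissociated, and live cells were sorted and captured in droplets. The cell table held 60989 cells from 8 libraries, with 28537 cells in 3 libraries at P1, 22487 cells in 2 libraries at P7 and 9965 cells in 3 libraries at P21. Libraries ranged from 2240 to 11310 cells. They held 7751963 to 58553300 UMIs (unique molecular identifiers, counts of distinct captured transcripts). Every cell carried an annotation by the authors, with 17 named types and 49 cells of undetermined type. Each library was a pool of animals, so p-values measured the spread between libraries. That is the spread between pools only if the P7 libraries are separate pools, which was not shown. No collection date was shared by 2 ages, so day could not be fitted as a term beside age.

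The first comparison asked how the cellular makeup of the sorted cortex differed among ages. Projection neurons, the excitatory cells that send axons out of their area, made up 81.6% ± 1.83 (SD, n = 3) of cells at P1, 77.6% ± 0.177 (SD, n = 2) at P7 and 4.56% ± 2.36 (SD, n = 3) at P21. Interneurons, the inhibitory cells of local circuits, made up 9.23% ± 0.195 (SD, n = 3), 16.1% ± 0.249 (SD, n = 2) and 1.32% ± 1.11 (SD, n = 3). The oligodendrocyte lineage, the glia that form myelin and their precursors, stood at 5.75% ± 0.799 (SD, n = 3) at P1, 0.952% ± 0.0172 (SD, n = 2) at P7 and 54.2% ± 13.2 (SD, n = 3) at P21. Microglia, the resident immune cells of the brain, were annotated only at P21, at 17.9% ± 6.09 (SD, n = 3). Pericytes stood at 16.6% ± 8.46 (SD, n = 3) at that age after 0.373% ± 0.0472 (SD, n = 2) at P7. Neurons of both classes together made up 90.8% ± 1.93 (SD, n = 3) of cells at P1 and 5.88% ± 3.21 (SD, n = 3) at P21. Projection neurons per interneuron, a ratio chosen after the data were seen, stood at 8.84 ± 0.200 (SD, n = 3), 4.82 ± 0.0856 (SD, n = 2) and 4.22 ± 2.20 (SD, n = 3), with p = 0.025 in the exact permutation test, not adjusted. As a share of neurons, projection neurons did not pass the exact permutation test (p = 0.121).

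Of the 17 types, 15 differed among ages as a share of all cells, and only NFOL and astrocytes did not pass. On the logit scale NFOL passed (adjusted p = 0.00867, exact permutation test) and layer IV did not (adjusted p = 0.0531, exact permutation test). In limma 16 types passed, all but astrocytes, and with libraries thinned to 2240 cells Vip was lost as well, which left 14 (adjusted p = 0.106, exact permutation test). The count fell to between 5 and 10 with any single library left out, lowest without library 2, to 6 with the P7 libraries counted as 1 (chosen after the data were seen) and to 4 among cells with at least 1500 genes. The shares of 5 of the 6 classes differed among ages in a two-sided exact permutation test over the 560 assignments of the 8 libraries, whose smallest p is 0.00357. The adjusted p of this permutation test was 0.0143 for projection neurons, 0.0107 for interneurons and for the oligodendrocyte lineage, and 0.0471 for microglia and for pericytes. Astrocytes stood at 3.42% ± 1.18 (SD, n = 3), 5.03% ± 0.136 (SD, n = 2) and 4.82% ± 5.48 (SD, n = 3), and did not pass the exact permutation test (adjusted p = 0.921). The P21 spread of astrocytes came from library 8, with 542 of the 627 P21 astrocytes. Without it, the P21 minus P1 difference turned from 1.40 to -1.77 percentage points. No pair of ages can reach a p of 0.05 in the exact permutation test, since P1 against P21 allows 0.1 at best. In limma on logit shares, P21 against P1 had an adjusted p of 2.80e-12 for projection neurons, 5.49e-06 for interneurons and 4.45e-08 for the oligodendrocyte lineage. P7 against P1 had an adjusted p of 0.00092 for the lineage, 0.694 for projection neurons and 0.338 for interneurons in limma. These limma values rest on 1 spread shared by all classes. In unchanged simulated sets limma called 7.83% of 6 classes at an unadjusted p under 0.05. Over all families, limma called 5 of the 10 pairs in which neither age had a cell of the type, a difference made by the 0.5 cells added and the totals. P1 and P21 libraries did not overlap for the other 5 classes, which chance gives to 10% of single comparisons.

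The call for microglia was lost without library 1, 2, 6, 7 or 8, and that for pericytes without library 1, 2, 3, 4 or 5, with adjusted p up to 0.114 and 0.126 in the exact permutation test. Both were also lost among cells with at least 1500 genes, with adjusted p of 0.0857 and 0.0589 in the exact permutation test. The P21 minus P1 difference then fell from 17.9 to 5.26 percentage points for microglia and from 16.6 to 10.01 for pericytes, as that minimum keeps 15.6% of the P21 microglia and 34.9% of the P21 pericytes. Among cells with a mitochondrial share under 5%, the microglia call was lost (adjusted p = 0.0714, exact permutation test) while the difference grew to 23.9 percentage points. That limit keeps 88.7% of the astrocytes of P1 and 9.25% of those of P21, so the astrocyte difference of -3.33 percentage points it leaves cannot be read as abundance. No cell of 28537 at P1 was annotated as microglia, which allows a share of up to 0.0105% among the kept cells by counting error alone. Outlier clusters had been removed at each age, and the live sort, the stronger enzyme digestion at P21 and the filters on cells can each set such shares.

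**Figure D1:**
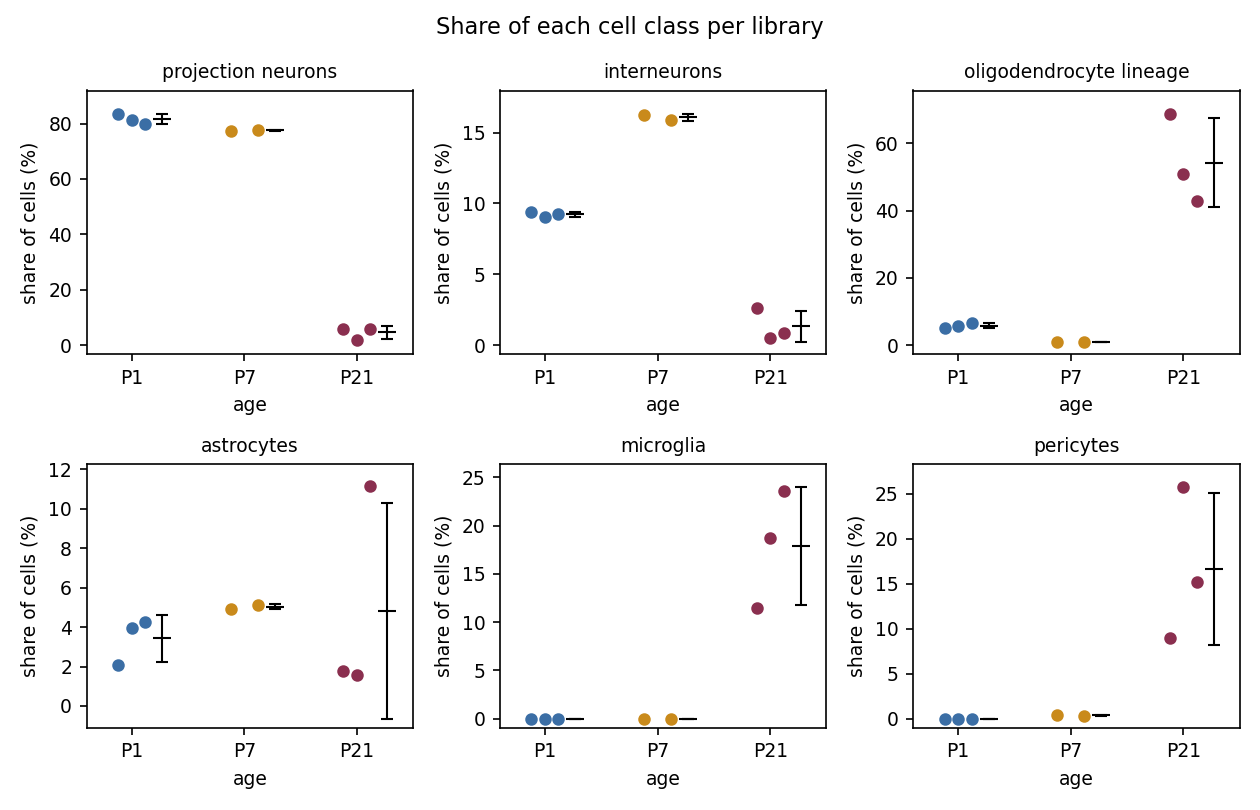
Share of cells of each library (vertical axis, percent) in 6 cell classes at P1, P7 and P21; each point is a library, and the bar beside it is the mean with its SD. The P21 libraries sit at 4.56% projection neurons and 54.2% oligodendrocyte lineage on average, against 81.6% and 5.75% at P1.

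Within the oligodendrocyte lineage, the annotation moved from precursors to later stages. All lineage cells at P1 were oligodendrocyte precursors (OPC), and at P7 these made up 50.0% ± 1.98 (SD, n = 2), with the rest committed precursors (COP). At P21 the lineage held 27.4% ± 14.2 (SD, n = 3) OPC, 53.0% ± 10.0 (SD, n = 3) COP, 11.6% ± 4.68 (SD, n = 3) newly formed oligodendrocytes (NFOL), 3.76% ± 0.226 (SD, n = 3) myelin-forming cells (MFOL) and 4.18% ± 1.93 (SD, n = 3) mature cells (MOL). The exact permutation test passed for 4 of the 5 stages, with an adjusted p of 0.0357 for OPC and 0.0446 for COP, NFOL and MFOL, and did not pass for MOL (adjusted p = 0.0714). On the logit scale MOL passed too, in the exact permutation test (adjusted p = 0.00595) and in limma (adjusted p = 6.45e-06), but there the values of ages with 0 cells follow the number of lineage cells. The count of stages that passed fell to 0 without any single library of P1 or P7. Only 214 lineage cells were kept at P7, so that 0 of them in a stage allows a share of up to 1.40%.

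**Figure D2:**
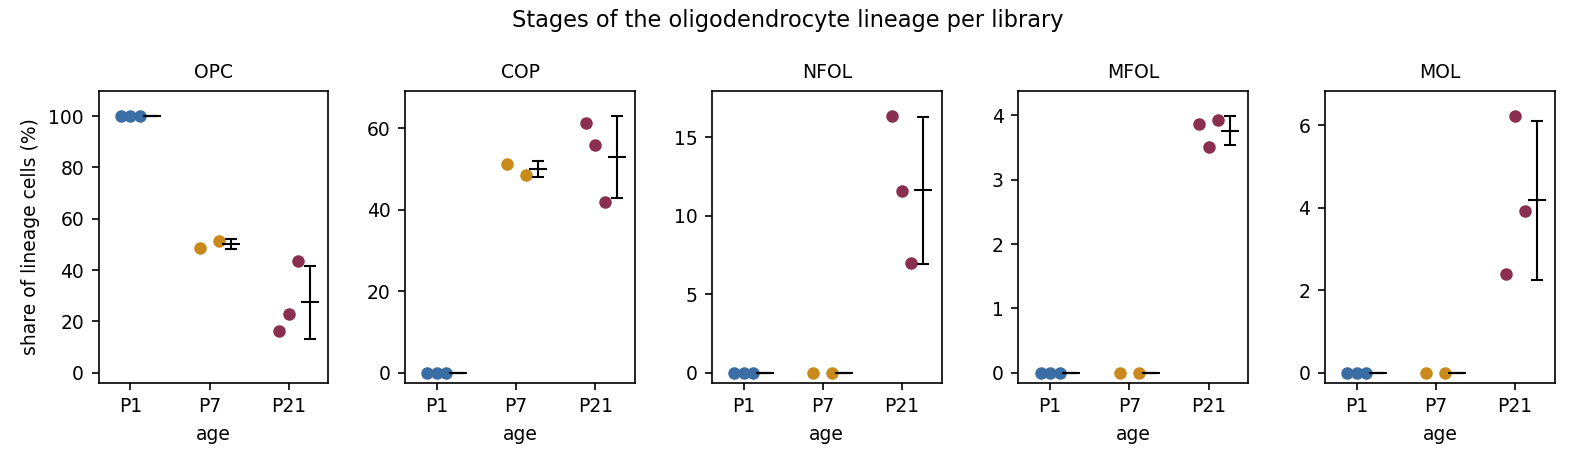
Share of each library's oligodendrocyte-lineage cells (vertical axis, percent) in 5 stages at P1, P7 and P21, from precursors (OPC) to mature cells (MOL); points are libraries and bars give the mean with its SD. NFOL, MFOL and MOL are above 0 at P21 alone, with means of 11.6%, 3.76% and 4.18%.

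Among projection neurons, corticothalamic neurons (CThPN), which project to the thalamus, stood at 14.3% ± 4.63 (SD, n = 3) at P1 and 29.7% ± 2.14 (SD, n = 2) at P7. No cell of the 497 projection neurons at P21 carried that name, which allows up to 0.604% by counting error alone. The paper sorted labelled CThPN at P21 from the same cortical regions. The missing name may therefore follow the naming or the capture at P21, which was not tested. CThPN passed the exact permutation test (adjusted p = 0.0143), and the other 3 types did not. Callosal projection neurons (CPN), which connect the hemispheres, made up 62.4% ± 6.01 (SD, n = 3), 52.9% ± 2.74 (SD, n = 2) and 61.3% ± 27.7 (SD, n = 3). Layer IV neurons made up 19.4% ± 4.77 (SD, n = 3), 15.6% ± 0.687 (SD, n = 2) and 31.5% ± 28.1 (SD, n = 3). Subcerebral projection neurons (SCPN) made up 3.78% ± 0.677 (SD, n = 3), 1.80% ± 0.0864 (SD, n = 2) and 7.17% ± 6.77 (SD, n = 3). The exact permutation test gave an adjusted p of 0.875 for CPN and for layer IV and 0.836 for SCPN. The CThPN call was lost without library 1 or library 2 (adjusted p = 0.0571 in the exact permutation test), each of which leaves a single P7 library. Without library 8 CPN passed as well, with a P21 minus P1 difference of 14.8 percentage points (adjusted p = 0.0381, exact permutation test). Without library 7 SCPN passed (adjusted p = 0.0190, exact permutation test).

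Among interneurons, the names themselves differed between ages. At P1 the Sst type made up 70.5% ± 9.56 (SD, n = 3) and the CGE type 29.5% ± 9.56 (SD, n = 3), and no other name was used. At P7, 42.0% ± 0.288 (SD, n = 2) were of the MGE type, 29.8% ± 1.64 (SD, n = 2) Sst, 13.9% ± 1.46 (SD, n = 2) Npy, 7.38% ± 0.450 (SD, n = 2) CGE and 6.96% ± 0.00968 (SD, n = 2) Vip. The 128 P21 interneurons were named Npy or Vip alone, at 46.5% ± 16.4 (SD, n = 2) and 53.5% ± 16.4 (SD, n = 2) in the libraries with at least 20 interneurons, which left out library 7 with 11. The exact permutation test over 210 assignments passed for 4 of the 5 names, with an adjusted p of 0.0159 for Npy, Sst and Vip and 0.0476 for CGE, and not for MGE (adjusted p = 0.0952). On the logit scale MGE passed too, in the exact permutation test (adjusted p = 0.00952) and in limma, though P1 and P21, both with 0 cells, then differ by 3.94 in log2 through the number of interneurons alone. The count fell to 0 without library 3, 4 or 5 and to 2 without library 1 or 2. MGE and CGE are lineages, while Sst, Npy and Vip are markers of types within them. These shares may therefore follow the naming at each age. That was not tested, as no marker genes were examined, and a change in the cells or their capture stays open.

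Pooled over classes, cells at P7 had the highest median of transcripts, but the order depended on the class. The library median was 3870 ± 299 (SD, n = 3) UMIs per cell at P1, 4711 ± 101 (SD, n = 2) at P7 and 2920 ± 250 (SD, n = 3) at P21. The library median of genes per cell was 1843 ± 139 (SD, n = 3), 2191 ± 29.0 (SD, n = 2) and 1529 ± 154 (SD, n = 3). The mitochondrial share of UMIs was 4.01% ± 0.349 (SD, n = 3), 5.36% ± 0.139 (SD, n = 2) and 3.82% ± 0.0331 (SD, n = 3). The exact permutation test, which took the P7 libraries as independent, gave an adjusted p of 0.0107 for UMIs and 0.0143 for genes and for the mitochondrial share. The call for UMIs was lost without library 4, that for genes without library 2 or 4, and that for the mitochondrial share without any library but 5. With equal weight per class, P21 was highest, with a P21 minus P1 difference of 844 UMIs against 425 for P7 minus P1, without passing the exact permutation test (adjusted p = 0.236). With projection neurons alone the P21 minus P1 difference turned from -949.5 to 2050 UMIs, without passing the exact permutation test (adjusted p = 0.221). No projection neuron was named CThPN at P21, and layer IV was frequent in library 8, so the class value mixes level and makeup. CPN alone stood at 4033.5 ± 556 (SD, n = 3), 5317 ± 133 (SD, n = 2) and 4593 ± 1006 (SD, n = 3) UMIs. That was highest at P7 (adjusted p = 0.407, exact permutation test, chosen after the data were seen). Genes in CPN were instead highest at P21, at 1871 ± 198 (SD, n = 3), 2362 ± 36.8 (SD, n = 2) and 2464 ± 401 (SD, n = 3). SCPN UMIs were also highest at P21, at 5177 ± 601 (SD, n = 3), 4959 ± 52.3 (SD, n = 2) and 7758.5 ± 1207 (SD, n = 2). Neither passed (adjusted p = 0.173 for each, exact permutation test). Layer IV at P21 stood at 9080.5 UMIs in library 8, the only one with at least 20 such cells. In cells with 3000 to 4000 UMIs, a window chosen after the data were seen, genes per cell did not pass (adjusted p = 0.161, exact permutation test). The libraries had been thinned to a like coverage when joined, so these values are not absolute RNA content.

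Astrocytes, found at all 3 ages, held fewer UMIs at each later age, with library medians of 3135 ± 128 (SD, n = 3), 2829 ± 69.7 (SD, n = 2) and 2382 ± 6.08 (SD, n = 3). Their mitochondrial share rose from 3.19% ± 0.185 (SD, n = 3) at P1 to 4.70% ± 0.0325 (SD, n = 2) at P7 and 7.34% ± 0.456 (SD, n = 3) at P21. Interneurons went from 3587 ± 648 (SD, n = 3) UMIs at P1 to 5062 ± 126 (SD, n = 2) at P7 and 6787 ± 1522 (SD, n = 2) at P21, but no interneuron type was named at both P1 and P21, so this compares different annotated cells. In the exact permutation test, adjusted over the classes and measures, astrocytes passed in UMIs, genes and mitochondrial share (adjusted p = 0.0134 for each). Interneurons passed in the same measures (adjusted p = 0.0204 for each, exact permutation test). In mitochondrial share the oligodendrocyte lineage (adjusted p = 0.0134) and projection neurons (adjusted p = 0.0469) passed this test too. Unlike in astrocytes, the mitochondrial share was highest at P7 in interneurons, the lineage and projection neurons, at 5.52%, 4.52% and 5.39%. Microglia held the lowest mitochondrial share of the P21 classes, at 1.70% ± 0.0298 (SD, n = 3). These tests within classes were chosen after the data were seen.

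**Figure D3:**
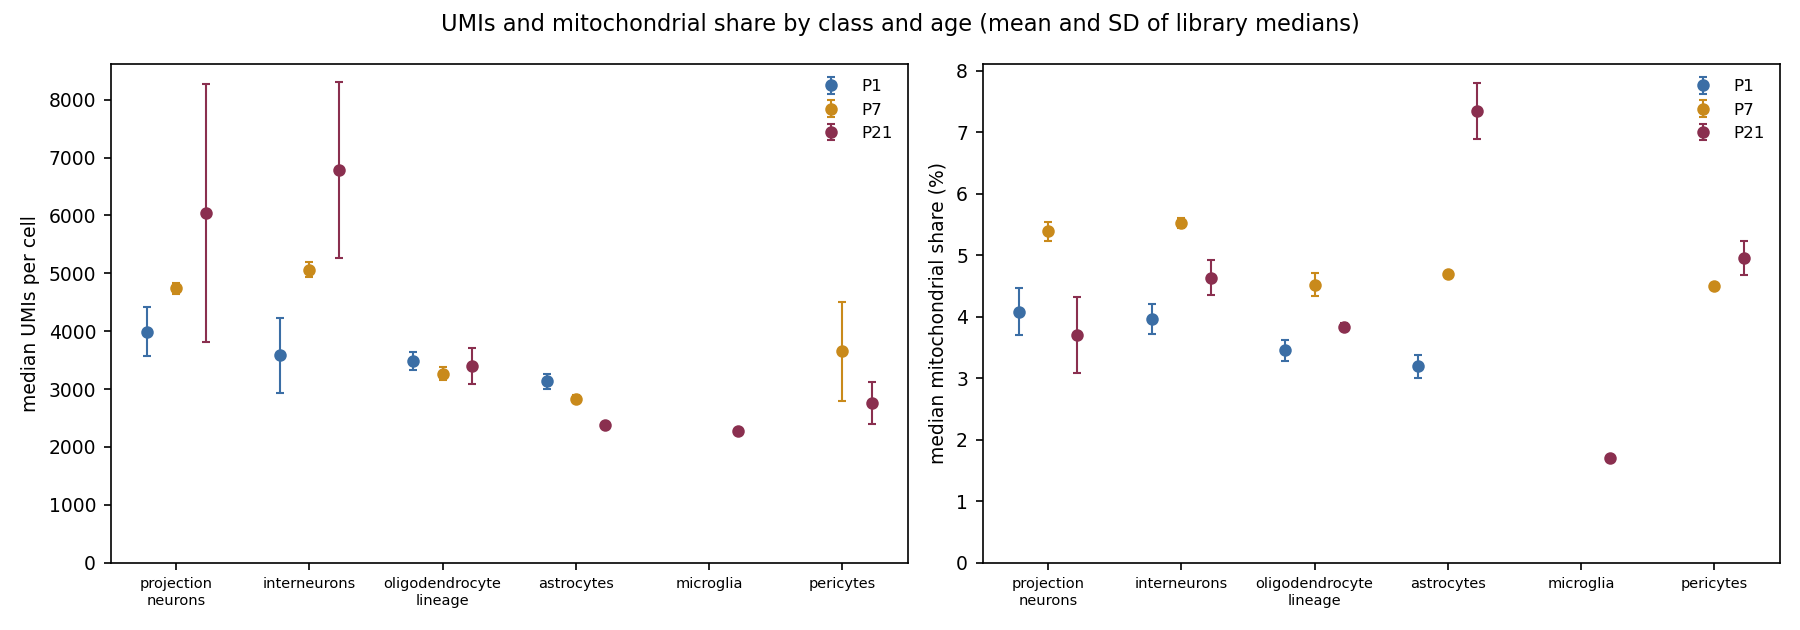
Median UMIs per cell (left) and median mitochondrial share of UMIs in percent (right) of 6 cell classes at P1, P7 and P21; points are means over libraries with at least 20 cells of the class and bars their SD. Astrocytes fall from 3135 to 2382 UMIs between P1 and P21; interneurons stand at 3587 and 6787, with no type named at both ages.

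The contrast of projection neurons with interneurons was taken within each library, where both share a depth. The log2 ratio of their median UMIs was 0.16 ± 0.36 (SD, n = 3) at P1, -0.09 ± 0.01 (SD, n = 2) at P7 and 0.08 ± 0.46 (SD, n = 3) at P21. The log2 ratio of their median genes was 0.08 ± 0.26 (SD, n = 3), -0.07 ± 0.003 (SD, n = 2) and 0.11 ± 0.34 (SD, n = 3). Neither differed among ages beyond the spread between libraries (adjusted p = 0.779 for each, exact permutation test). Library 7 entered with 11 interneurons.

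The 65 clusters were defined within each age, so all 65 held cells of a single age by construction, and no test of age purity applies. By cell type, 5 of the 17 named types occurred at all 3 ages, 7 at 2 ages and 5 at a single age. Libraries contributed unevenly to clusters at P21, where 13 of 20 clusters drew over 1.5 times as many cells from a library as its share of P21 cells. With only the largest contributor of each cluster counted, it was 10 of 20. By the first count it was 1 of 20 at P1 and 0 of 25 at P7. This ratio can go higher where a library holds a smaller share of its age, as at P21, which also had the fewest cells. The counts therefore do not rank the ages. Library 8 gave 88.6% of the P21 layer IV cluster and 87.9% of the larger P21 astrocyte cluster, against 48.8% of all P21 cells.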

Values the study reported

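The study reported 60,989 mouse cells after quality control and filtering. Its methods gave a minimum of 1,000 genes per cell, a maximum of 6,000 genes and 15,000 UMIs, and a mitochondrial limit of 10%.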

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

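A signal outside the compared types came from 49 cells at P21 that the annotation left undetermined, 0.492% of the P21 cells, with 12, 17 and 20 of them in libraries 6, 7 and 8. Their median was 3148 UMIs and 1612 genes per cell, and they came out of the same P21 subclustering as the Npy and Vip interneurons. They entered no class, and no explanation was tested. No test of single libraries as outliers was run.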

How the results depend on the processing

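The P21 minus P1 differences of projection neurons, interneurons and the oligodendrocyte lineage as shares of all cells kept their direction and passed the test in each alternative run, except with neurons alone as the denominator. Few libraries limit the rest: leaving out a P7 library leaves 1, which is then assumed to vary like the others, and fewer assignments raise the smallest p. Except where fewer libraries show it, the cause of a change was not tested. No paired analysis was possible because no collection date was shared between ages, and the library numbers also carry no replicate number of the labels.

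With cells of at least 1500 genes, 3 classes and 4 types passed, and the P21 minus P1 difference was 5.26 percentage points for microglia, 10.01 for pericytes and -0.0198 for astrocytes. With a mitochondrial share under 5% it was 23.9 for microglia, which no longer passed, and -3.33 for astrocytes, which then passed, but the filter keeps 9.25% of the P21 astrocytes, so the call cannot be read as abundance. On the logit scale, by the permutation test and by limma, it was -0.0311 for astrocytes and 0.000383 for CPN among projection neurons, in log2 units. Of neurons alone, projection neurons differed by -11.3 and interneurons by 11.3 percentage points, and neither passed.

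With projection neurons alone, P7 minus P1 was 750.5 UMIs, 319 genes and a mitochondrial share of 1.30 percentage points. P21 minus P1 was then 2050 UMIs, 987 genes and -0.375 points, in a class with no cell named CThPN at P21. CPN alone was highest in UMIs at P7 but in genes at P21, and SCPN was highest in UMIs at P21. With equal weight per class, P7 minus P1 was 425 UMIs, 177 genes and 1.36 points, and P21 minus P1 was 844 UMIs, 423 genes and 1.23 points. None of these passed over the 3 measures, but the mitochondrial share of projection neurons, with an adjusted p of 0.0643 there, had 0.0469 in the family of classes and measures (exact permutation test).

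Of the alternatives chosen after seeing the data, projection neurons per interneuron differed by -4.62 (P21 minus P1) and passed unadjusted, P7 libraries counted as 1 left 3 classes, 6 types, 0 types of projection neurons, 2 of interneurons and 0 of the oligodendrocyte lineage, with microglia at 17.9 and pericytes at 16.6 points no longer passing. Layer IV joined to CPN gave a P21 minus P1 difference of 10.9 points and 2 passing types of projection neurons, CThPN and its near complement. In cells with 3000 to 4000 UMIs the difference in genes was 109 (P7 minus P1) and 24.3 (P21 minus P1). By type in place of cluster, 7 held 90% of cells from 1 age.

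Leaving out each library in turn gave 3 to 4 classes, 5 to 10 types, 0 to 2 types of projection neurons, 0 to 4 of interneurons and 0 to 2 of the oligodendrocyte lineage. P21 minus P1 ranged from 15.1 to 21.1 points for microglia, 12.1 to 20.5 for pericytes, -1.77 to 3.02 for astrocytes, and among projection neurons from -9.91 to 14.8 for CPN and -3.44 to 24.0 for layer IV. P7 minus P1 ranged from 687.5 to 986 UMIs, 271.5 to 408 genes and 1.17 to 1.52 points of mitochondrial share, and P21 minus P1 from -1103 to -805 UMIs, -398 to -248 genes and -0.368 to -0.0183 points. The P21 minus P1 difference in the log2 ratio of projection neurons to interneurons ranged from -0.31 to 0.15 in UMIs and -0.14 to 0.19 in genes.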

Other observations

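Of the 65 clusters, 3, 1 per age, carried the name CPN in the cluster label and layer IV in the type column, 7496 cells in all. With layer IV joined to CPN, a grouping chosen after the data were seen, the joined type made up 81.9% ± 4.11 (SD, n = 3) of projection neurons at P1, 68.5% ± 2.06 (SD, n = 2) at P7 and 92.8% ± 6.77 (SD, n = 3) at P21. As the remainder after CThPN and SCPN, this share restates the CThPN difference with the sign turned and is no separate one. OPC held fewer UMIs at each later age, with library medians of 3488 ± 157 (SD, n = 3) at P1, 2757 ± 41.7 (SD, n = 2) at P7 and 1905 ± 76.0 (SD, n = 3) at P21 (adjusted p = 0.0236, exact permutation test), while MOL at P21 held 7955 ± 550 (SD, n = 3).

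The tests of counting error, collection day and class shares below were chosen after the results they measure were seen, and the other tests before. The test and bound for collection day were revised again after their values were known. So were the test and decision rule for counting error, whose reading went from argued against to undecided and back. Neurons were few among the P21 cells, at 5.88% ± 3.21 (SD, n = 3). The maximum of 15000 UMIs had little to remove near it, since 3.04% of the P21 neurons lay above 12000 UMIs (exact binomial interval 1.84% to 4.71%). The minimum of 1000 genes also argued the other way, since 4.16% of P21 neurons lay within 25% above it (exact binomial interval 2.74% to 6.04%) against 31.4% of the other P21 cells (30.5% to 32.4%), with the same order in all 3 libraries. Differences between collection days were argued against for this pattern, though not for smaller ones. The neuron share ranged over 3.77 percentage points among the 3 days of P1 and 6.24 among the 3 days of P21, against a gap of 80.6 between P21 and the other ages, and 2 of the 3 P1 dates came after the first P21 date. Handling that goes with age, such as the papain concentration, stays open. Survival through dissociation and sorting and the removal of outlier clusters at each age were not tested. A change with age stays open beside these.

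Layer IV made up 7.60%, 24.4% and 62.5% of projection neurons in P21 libraries 6, 7 and 8. Counting error was argued against as the whole cause, also with the choice of layer IV for its size allowed for. Its chi-square was 138, against at most 33.0 for any subtype of a P21 class in 10000 permutations of cells over libraries (p = 0.0001, the smallest they can give). That leaves open what differs between the pools. A shift of whole libraries that splits every type into clusters by library would give other types a like value. The median Cramer's V of cluster against library was 0.136 over the 6 other P21 types with more than 1 cluster. It was 0.56 for CPN against layer IV. Values within types cannot show a shift between types. OPC made up 16.1%, 22.9% and 43.3% of the lineage in libraries 6, 7 and 8, and MFOL 3.86%, 3.51% and 3.93%. A shift in the makeup of whole libraries therefore stays open. A difference in the dissected area or depth may remain, as a hypothesis not tested here.

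UMIs per cell were higher at P7 than at P1 by 0.29 on the log2 scale. A single depth factor was argued against, since the log2 ratios of 8 shared types spanned 1.06, from -0.34 in OPC to 0.72 in the Sst type, with no overlap of P1 and P7 libraries in either, against a largest spread of 0.89 between libraries of an age within a type. The mix of types and the mix of broad classes were measured by separate tests, which answer different questions. With the 8 types weighted equally, the difference was 36.6% of that over all cells, which met the bound set beforehand for a mix as the cause. That weighting gives OPC, at -0.34, as much say as CPN, at 0.41. Types that change unequally can therefore lower the value with no change in the mix, so it does not decide on a mix. A second quantity was split, the difference in mean log2 UMIs per cell, 0.178 in total. Class shares made up 4.23% of it (1.48% to 7.0% with each P1 or P7 library left out), which is not set directly against the 36.6%. The mix of types within classes may still contribute, and a change with age stays open.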
